A study of Mus musculus with 6 samples. Its data were reported in "Enhanced chromatin accessibility contributes to X chromosome dosage compensation in mammals" (2021).

How the data were processed

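Accessibility was measured with the Omni-ATAC protocol in female hybrid mouse cells from a cross of Mus musculus females, which carried an X-linked GFP reporter, with Castaneus males. MEFs were sorted for an inactive GFP-bearing X chromosome. They were reprogrammed by lentiviral delivery of doxycycline-inducible Oct4, Sox2, Klf4 and c-Myc in the presence of ascorbic acid. SSEA1-positive (FUT4-positive) cells were sorted at days 8, 9, 10 and 12. The protocol lists these intermediates, like the MEFs, as cells with an inactive GFP-bearing X chromosome, and does not say whether they were sorted for GFP again. All 6 sample titles, that of iPSC included, call the cells GFP-negative. The iPSCs were grown from picked colonies. Groups were taken from the time point in the sample labels, with 1 library in each of the 6 groups.

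The authors processed the paired-end reads with the ENCODE ATAC-seq pipeline and aligned them to the mouse genome GRCm38/mm10. Alignments and peak calls were joined with DiffBind into 1 read count matrix over a common set of regions. The authors then divided the counts by DESeq2 size factors and deposited log2 values. The deposited values were not split by allele. The table gave a row number, a chromosome and 6 log2 values for each of the 223596 regions. Column names were matched to the sample titles, and all 6 columns were used.

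From the deposited log2 values, normalised counts were obtained as 2 to the power of the value minus 1. Within each library all of them were whole multiples of 1 step (100.0% of values within 0.001 of a whole number of steps), so that reads per region and size factors were recovered. Size factors recomputed from the recovered reads as medians of ratios to the geometric mean over libraries gave the same values. The lowest recovered read number was 1 in every library, so regions with 0 reads appear to have been raised to 1, and a value of 1 read can mean 0 or 1. The pseudocount of the deposited values was 1 normalised count. Fold changes on this scale understate the change of low regions. Size factors of this kind are set by the typical region. A library in which reads are concentrated in fewer regions, as in MEF day 0, therefore receives a small size factor and a large normalised total, and levels are comparable between libraries only under the assumption that the typical region does not change. Size factors cancel in the share of reads in X-linked regions and in the ratio of mean normalised counts. They do not cancel in the ratio of mean log2 values or in the share of regions above 50 normalised counts, which depend on the scaling also within a library.

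Depth ranged from 22067333 to 32844411 reads in regions. For shares of reads, 95% Wilson intervals were computed, and for ratios of reads in 2 libraries, 95% exact (Clopper-Pearson) intervals. Both cover counting error only. Depth in a single region was low in MEF day 0, with a median of 20 reads.

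Accessible regions were those above 50 normalised counts. The X/A ratio was the mean log2 value of X-linked regions over that of autosomal regions, and each of the 19 autosomes was compared with the other 18 in the same way. The shift was the difference in the median log2 difference from MEF day 0 between X-linked and autosomal regions. Similarity was measured by Pearson and Spearman correlation across all regions and by principal components of the region-centred, unscaled log2 values. Changed regions had a log2 difference of at least 2 and at least 50 normalised counts in the higher library. Clusters were made by k-means with 10 centres and 10 starts (seed 1) on the 65535 autosomal regions of largest variance and on all X-linked regions, and each cluster was named by the library in which its mean was highest, with days 8, 9, 10 and 12 counted as intermediates. A cluster whose mean varied by less than 1 on the log2 scale over the 6 libraries was called flat and given no name. No cluster was flat with 10 centres. Named regions were the 3 X-linked regions with the largest gain and the 3 with the largest loss from MEF day 0 to iPSC among those with at least 50 normalised counts in the higher library. With 1 library per group no test across libraries was made, and chromosomes and regions were not treated as replicates. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0 and matplotlib 3.10.9.

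The procedure was tested on simulated data, with reads drawn for all 223596 regions from the mean profile and the size factors of 2 libraries, 200 regions changed by 8-fold and X-linked regions raised by 0.5 on the log2 scale. For MEF day 0 against iPSC 94.0% of the changed regions were recovered, 155 unchanged regions were called and the X-linked shift was 0.50. For day 8 against day 9 the values were 96.0%, 1 and 0.50. The simulation held counting error of whole fragments and no variation between cultures.

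Alternatives fixed before the data were examined were other cutoffs for accessible regions, equal autosomal totals, thinning of the recovered reads to the shallowest library, medians, the linear scale, filters on low regions, a pseudocount of 10, quantile normalisation, a 2-fold threshold, a higher minimum and other cluster settings. Equal autosomal totals for the changed regions and for the X/A ratio, and the X/A ratio on the linear scale among regions above 50 normalised counts in every library, were added after the data were seen. Because the table pairs no region with a position, width or gene, the planned promoter regions of marker genes, the named genes, the restriction to promoters and the matching on width and GC content were not analysed here. The 8 Y-linked regions entered the depth and the count of accessible regions over all chromosomes, but no X to autosome comparison. Allele-split values were not used here.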

Results

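To follow chromatin on the X chromosomes while somatic cells become pluripotent, chromatin accessibility was measured by ATAC-seq in 6 libraries of mouse cells. ATAC-seq sequences the DNA ends that a transposase inserts into open chromatin, so that the number of reads in a region measures how accessible the region is. The series started from female mouse embryonic fibroblasts (MEFs) at day 0, in which 1 of the X chromosomes is inactivated. It continued with reprogramming intermediates sorted for the surface marker SSEA1 at days 8, 9, 10 and 12, which the protocol also lists as having an inactive GFP-bearing X chromosome, and ended with induced pluripotent stem cells (iPSCs), the state in which the study followed reactivation of the inactive X chromosome. Each of the 6 time points was represented by 1 library, so that there were no replicates, no comparison between time points had a replicate check, and no p-values were computed. The values were not split by allele, so each X-linked value summed the active and the inactive X chromosome. The spread over the 19 autosomes served as the yardstick for the X chromosome, although chromosomes of 1 library are not replicates.

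The table held 223596 regions, of which 218231 were autosomal, 5357 X-linked and 8 Y-linked. The libraries held 27121103 reads in regions for MEF day 0, 28817393 for day 8, 32844411 for day 9, 30588582 for day 10, 24464545 for day 12 and 22067333 for iPSC. The authors' size factors did not follow these totals. MEF day 0 had a size factor of 0.498 with 27121103 reads, whereas day 12 had 1.11 with 24464545. After division by the size factors the total of MEF day 0 was 54460097 normalised counts, against 22020296 to 27653421 in the other 5 libraries. The median region had 20 reads in MEF day 0, 33 in iPSC and 47 to 60 in the intermediates. The SD of the log2 values over regions was 2.56 in MEF day 0, 2.06 in iPSC and 1.58 to 1.73 in the intermediates. Regions at the lowest recovered value of 1 read made up 6.00% of MEF day 0 and 2.15% of iPSC, but 0.0787% to 0.200% of the intermediates.

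The share of reads in X-linked regions was the simplest measure of X-linked accessibility, since it needed no normalisation. It was 1.51% of the reads in X-linked and autosomal regions in MEF day 0 (95% Wilson interval 1.501% to 1.51%), 1.61% at day 8 (1.60% to 1.61%), 1.69% at day 9 (1.68% to 1.69%) and 1.66% at day 10 (1.66% to 1.67%). It reached 2.28% at day 12 (2.27% to 2.29%) and 3.65% in iPSC (3.65% to 3.66%). All intervals in the text cover counting error only, since amplified reads are not independent molecules and no second library shows the variation between cultures. Low read numbers were even more often than odd, by a factor of 1.14 to 1.51 between libraries, so that both ends of a fragment seemed to be counted. With fragments as the unit the intervals would be up to 1.41 times as wide.

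To ask how many regions were open at each time point, regions above 50 normalised counts were counted as accessible. Their number over all chromosomes was 103235 in MEF day 0, 103236 at day 8, 99998 at day 9, 96908 at day 10, 97845 at day 12 and 101098 in iPSC. On the X chromosome 2074 regions were accessible in MEF day 0, followed by 1792 at day 8, 1792 at day 9, 1684 at day 10, 2175 at day 12 and 3116 in iPSC. These were 38.7%, 33.5%, 33.5%, 31.4%, 40.6% and 58.2% of the X-linked regions. On autosomes the share lay between 43.6% at day 10 and 46.5% at day 8. The X chromosome was below every autosome from MEF day 0 to day 10, where the lowest autosome had between 40.2% and 44.2%. At day 12 it was close to the lowest autosome, which had 40.4%. In iPSC it was above every autosome, the highest of which had 49.0%. The X-linked count of day 10 moved most, to 3403 with a cutoff of 20 normalised counts. The fall from MEF day 0 to the intermediates of days 8, 9 and 10 on the X chromosome depended on the processing. It turned into a rise with equal autosomal totals, from 1517 to 1988, 2133 and 1994 regions, with reads thinned to the shallowest library, from 1275 to 1581, 1692 and 1563, and with a cutoff of 20, from 2932 to 3330, 3389 and 3403. Thinned reads were counted above 50 reads and not divided by the size factors. Thinning therefore changed the scaling along with the depth and is no separate check of depth. With a cutoff of 100 the fall remained, from 1450 to 1013, 996 and 951. Over all chromosomes the near equality of MEF day 0 and day 8 was also lost, with 79758 and 112828 regions under equal autosomal totals. The count in iPSC was above that in MEF day 0 on the X chromosome under all 4 alternatives.

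**Figure D1:**
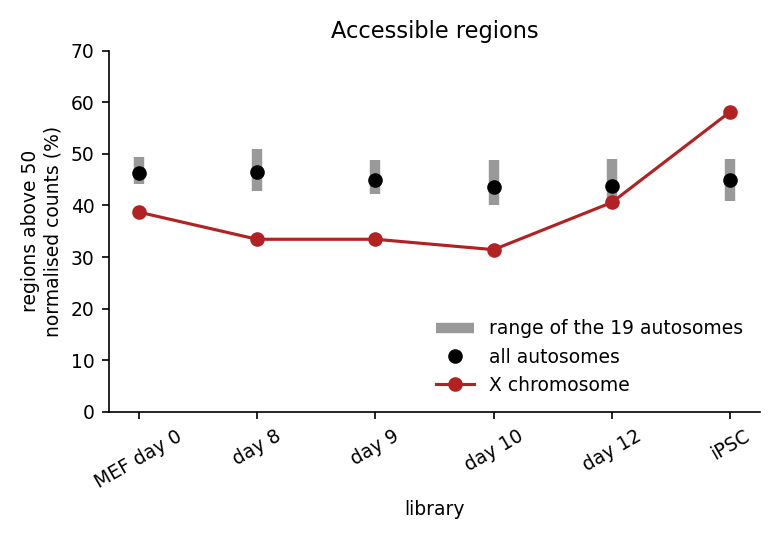
Share of regions above 50 normalised counts (y axis, %) in each of the 6 libraries (x axis), for X-linked regions (red line), all autosomal regions (black points) and the range over the 19 autosomes (grey bars). The X chromosome starts below the autosomal range at 38.7% and ends above it at 58.2%.

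To compare the X chromosome with autosomes within each library, the mean log2 normalised count over X-linked regions was divided by the mean over autosomal regions. The X to autosome (X/A) ratio was 0.886 in MEF day 0, 0.887 at day 8, 0.902 at day 9, 0.906 at day 10, 0.986 at day 12 and 1.12 in iPSC. The same ratio of each autosome to the other 18 had an SD between 0.0156 and 0.0253 over the 19 autosomes, depending on the library. The X chromosome was therefore below all 19 autosomes in MEF day 0 and at days 8, 9 and 10. It was above 7 of the 19 autosomes at day 12 and above all 19 in iPSC. A ratio of log values understates a fold, and its size depends on the size factor of the library. With equal autosomal totals, an alternative chosen after the data were seen, it was 0.873 in MEF day 0, 0.890 at day 8 and 1.12 in iPSC, with the same number of autosomes below the X chromosome in each library. Of the alternatives fixed beforehand, the one that moved the X/A ratio most was the ratio of mean normalised counts on the linear scale, at 0.623, 0.666, 0.700, 0.688, 0.951 and 1.55 in the same order. With regions above 50 normalised counts in the library itself, the X chromosome was no longer below all autosomes at day 10 but above 1 of them. At day 12 its place depended on the measure, from no autosome below it with medians to 15 below it among regions with a mean of at least 50 normalised counts. On the linear scale among regions above 50 normalised counts in every library, an alternative added after the data were seen, it was above all 19 autosomes, at 1.13 where the highest had 1.12, and iPSC had 1.72.

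To express the change as a difference, the median log2 difference of X-linked regions from MEF day 0 was set against that of autosomal regions. The X minus autosome shift was -0.11 at day 8, -0.00 at day 9, 0.10 at day 10, 0.56 at day 12 and 1.24 in iPSC. The SD of the same shift over the 19 autosomes was 0.08 at day 8, 0.08 at day 9, 0.07 at day 10, 0.07 at day 12 and 0.09 in iPSC. The shifts at days 8, 9 and 10 lay within the range of the autosomes. The shifts at day 12 and in iPSC were above all 19 autosomes, the highest of which had 0.12 and 0.16. Of the X-linked regions, 48.6% exceeded the autosomal median difference at day 8, 50.0% at day 9, 51.5% at day 10, 59.1% at day 12 and 70.8% in iPSC. The shift moved most with a pseudocount of 10, to 0.86 in iPSC. The place of the X chromosome at days 8 to 10 depended on the measure. Under quantile normalisation the X chromosome was below all 19 autosomes at day 8 (-0.25), day 9 (-0.16) and day 10 (-0.11), and with the mean in place of the median it was above all 19 at day 9 (0.10). The X/A ratio on the linear scale rose from MEF day 0 by a factor of 1.12 to day 9 and 1.11 to day 10, above all 19 autosomes, the highest of which had 1.05 and 1.08, and by 1.07 to day 8, within their range.

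**Figure D2:**
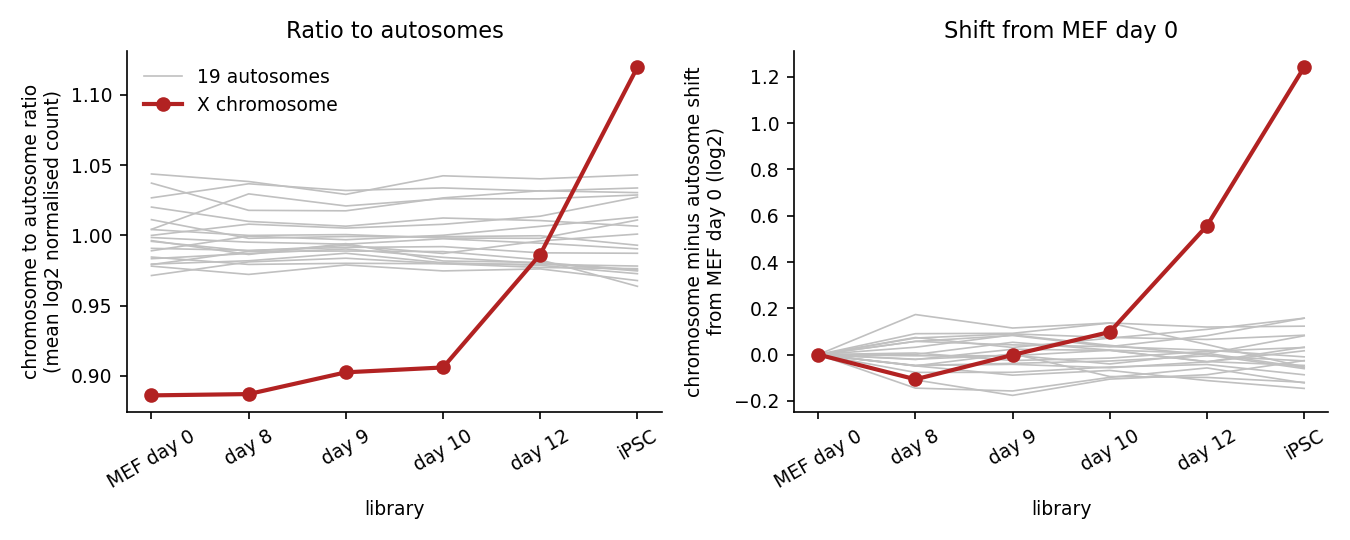
Left, ratio of the mean log2 normalised count of a chromosome to that of the autosomes (y axis) in each library (x axis); right, median log2 difference from MEF day 0 of a chromosome minus that of the autosomes (y axis, log2). The red line is the X chromosome and each grey line is 1 of the 19 autosomes; the X chromosome leaves the autosomal range upwards in iPSC on the left, and at day 12 and in iPSC on the right.

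To assess how the libraries relate to each other over the whole genome, they were correlated across the 223596 regions, which are not independent replicates. The intermediates of days 8 and 9 had a Pearson r of 0.935 (Spearman rho 0.923) and those of days 9 and 10 an r of 0.939 (rho 0.927). The r was 0.839 between days 10 and 12 (rho 0.804) and 0.784 between day 12 and iPSC (rho 0.746). MEF day 0 stood apart, with an r of 0.431 to day 8, 0.485 to day 9, 0.528 to day 10, 0.569 to day 12 and 0.429 to iPSC. Day 8 was about as far from iPSC, with an r of 0.443. In a principal component analysis of the centred log2 values, component 1 took 52.3% of the variance and separated MEF day 0 from the other libraries. Component 2 took 38.9% and placed day 12 between the earlier intermediates and iPSC. The correlations moved most when only the 65535 most variable regions were used, where MEF day 0 and day 8 had an r of -0.0202.

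**Figure D3:**
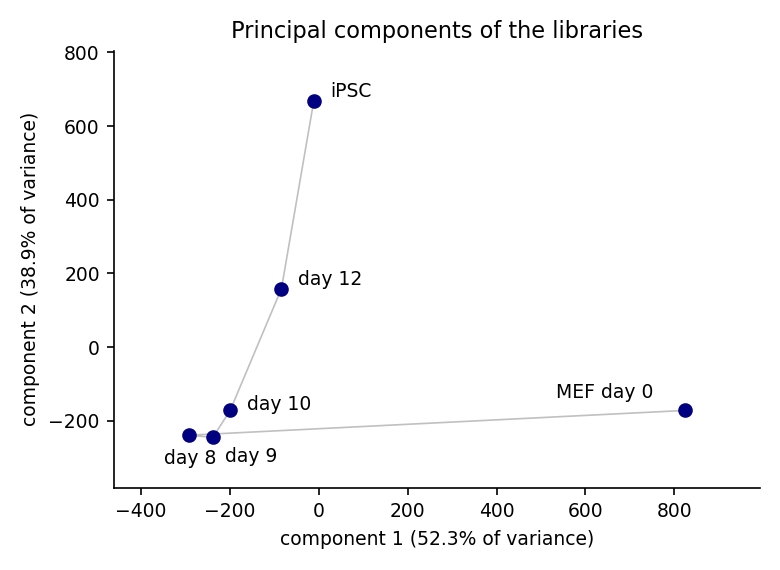
Principal components 1 (x axis, 52.3% of the variance) and 2 (y axis, 38.9%) of the log2 values of the 6 libraries, with 1 point per library joined in time order. MEF day 0 lies apart on component 1, days 8, 9 and 10 lie together, and day 12 lies between them and iPSC on component 2.

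To locate the steps at which regions opened or closed, a region was called changed between 2 libraries when its log2 difference was at least 2, a 4-fold change, and the higher library had at least 50 normalised counts. From MEF day 0 to day 8, 33119 regions gained and 42190 lost accessibility. The following steps were small, with 51 gains and 68 losses from day 8 to day 9, and 12 gains and 42 losses from day 9 to day 10. From day 10 to day 12 there were 1598 gains and 532 losses, and from day 12 to iPSC 3223 gains and 10303 losses. From MEF day 0 to iPSC 30728 regions gained and 41398 lost. In simulated libraries with counting error alone, 155 unchanged regions passed this rule between MEF day 0 and iPSC and 1 between days 8 and 9. These are counts for pairs of libraries and not for conditions. They moved most with a 2-fold threshold, where 1138 regions gained from day 9 to day 10.

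The balance of gains and losses depended on the threshold and on the scaling between libraries. With a 2-fold threshold it turned round from day 10 to day 12, with 13045 gains and 16135 losses, and from day 12 to iPSC, with 31047 and 20918. With equal totals of autosomal normalised counts, an alternative chosen after the data were seen, the scaling itself changed. Relative to the authors' size factors, it raised the counts of each library against MEF day 0 on the log2 scale. The rise was 1.06 at day 8, 1.22 at day 9, 1.18 at day 10, 1.32 at day 12 and 1.01 in iPSC. Gains then outnumbered losses from MEF day 0 to iPSC, with 46991 against 25976, and gains made up 64.4% of the changed regions in place of 42.6%. From MEF day 0 to day 8 their share was 70.4% in place of 44.0%, from day 8 to day 9 79.1% in place of 42.9%, from day 10 to day 12 88.4% in place of 75.0% and from day 12 to iPSC 7.60% in place of 23.8%. Quantile normalisation moved the share from day 8 to day 9 to 56.3%, and from MEF day 0 to day 8 it left gains and losses nearly equal, with 30121 against 29193.

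The X chromosome differed from autosomes in these calls. From MEF day 0 to iPSC 1518 X-linked regions gained and 512 lost, which were 28.3% and 9.56% of all X-linked regions. On autosomes 13.4% gained and 18.7% lost, and the single autosomes had 12.4% to 14.4% gains and 17.0% to 20.3% losses. With equal autosomal totals the X chromosome had 37.1% gains and 5.75% losses, against 20.6% and 11.8% on autosomes. From MEF day 0 to day 8 the order was different, with 11.8% gains on the X chromosome (631 regions) and 13.8% to 16.3% on the single autosomes. X-linked gains were more frequent than on any autosome from day 10 to day 12, at 2.54% (136 regions) where the highest autosome had 0.860%, and from day 12 to iPSC, at 5.43% (291 regions) where the highest autosome had 1.78%.

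**Figure D4:**
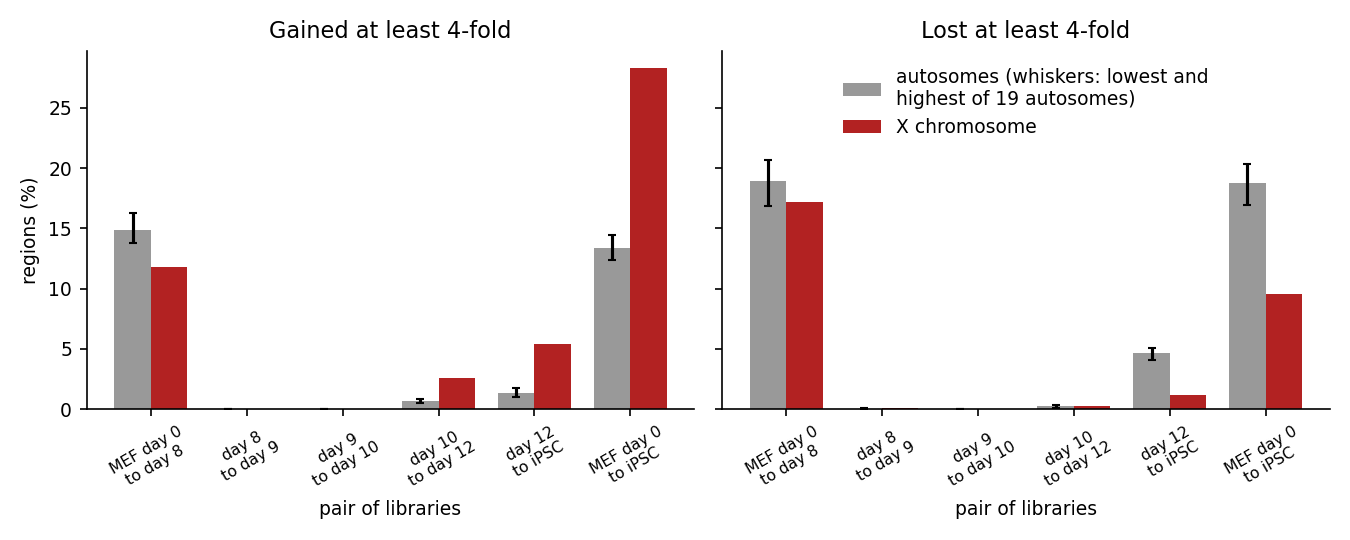
Share of regions (y axis, %) that gained (left) or lost (right) at least 4-fold between pairs of libraries (x axis), for all autosomal regions (grey) and X-linked regions (red); whiskers give the lowest and the highest of the 19 autosomes. On the X chromosome 28.3% of regions gained from MEF day 0 to iPSC, against 13.4% on autosomes.

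Many regions that had changed at day 8 did not have the same status in iPSC. Of the 33119 regions gained at day 8, 8576 (25.9%) were also gained in iPSC, and of the 42190 lost at day 8, 28468 (67.5%) were also lost in iPSC. Both contrasts used the same MEF day 0 library. In libraries simulated from 1 common profile, 62 regions were called as gained at day 8, and 11 of them also in iPSC. Only 9 were called as lost at day 8, and 0 of them also in iPSC.

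To group regions by their course, k-means clustering with 10 centres was run on the 65535 most variable autosomal regions and on all 5357 X-linked regions. Among the autosomal regions, 44.2% were in 5 clusters whose mean was highest in MEF day 0, 37.0% in 3 clusters highest in an intermediate and 18.9% in 2 clusters highest in iPSC. Among the X-linked regions, 25.7% were in 3 clusters highest in MEF day 0, 21.95% in 2 clusters highest in an intermediate and 52.3% in 5 clusters highest in iPSC. An X-linked cluster of 446 regions was counted as highest in MEF day 0 with a mean log2 value of 8.15, against 8.11 in iPSC. The X-linked share highest in MEF day 0 was 17.2% with 6 centres and 37.9% with centred regions. With 6 centres a flat cluster of 886 X-linked regions (16.5%), whose mean varied by less than 1 on the log2 scale, was left without a name. The sets differ in their selection, since 30.0% of the autosomal regions and all X-linked regions entered. The largest autosomal cluster, with 9538 regions, had a mean log2 value of 3.67 in MEF day 0, 7.29 at day 8 and 3.82 in iPSC. The largest X-linked cluster, with 783 regions, had 3.53 in MEF day 0, 4.30 at day 8, 4.59 at day 10, 5.69 at day 12 and 7.07 in iPSC. The share that moved most was that of autosomal regions highest in iPSC, which was 10.6% among the 20000 most variable regions.

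The X-linked regions with the largest changes between MEF day 0 and iPSC were selected by rule. The table gives a row number and a chromosome for each region, so these regions are named by row number and carry no coordinates or gene. The lowest value of 1 read can stand for 0 or 1. The region in row 219770 had 1 read in MEF day 0, 8 at day 8, 16 at day 9, 32 at day 10, 119 at day 12 and 689 in iPSC, a 430.0-fold gain in normalised counts (95% exact interval 76.9 to 17008). The region in row 220640 had 1, 40, 51, 66, 300 and 649 reads in the same order, a 405-fold gain (72.4 to 16022). The third region rose from 2 reads in MEF day 0 to 249 at day 8 and 922 in iPSC, a 288-fold gain (79.4 to 2379). Among the losses, the region in row 218901 had 312 reads in MEF day 0, 24 at day 8 and 2 in iPSC, a 250.0-fold fall (68.6 to 2073). The region in row 219181 had 184 reads in MEF day 0, 10 at day 8 and 1 in iPSC, a 295-fold fall (52.3 to 11708). The third fell from 693 reads to 18 at day 8 and 7 in iPSC, a 159-fold fall (76.6 to 396).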

Values the study reported

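The study worked with 223,596 regions in the analysis without allele splitting, 5357 of them X-linked. It clustered the 65,535 most variable ones with k-means into 10 groups. From reads split by allele, the study reported that the active X chromosome of MEFs was 1.33 times as accessible as the median autosome of the same allele. It described this enhanced accessibility as present at days 8 and 9, lower at days 10 and 12, and lost in iPSCs, and it reported more accessible X-linked regions as reprogramming advanced.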

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

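The tests of the scaling and of where Y-linked reads lay were chosen after the reads had been seen. Y-linked regions entered no X to autosome comparison, and the MEFs were female, yet all 6 libraries held reads in the 8 Y-linked regions. MEF day 0, the starting population, had 67.0 reads per 1000000 reads in regions (95% Wilson interval 64.0 to 70.2; 1818 reads). On this scale the later libraries were higher, with 183 in the same unit at day 8 (178 to 188), 166 at day 9 (162 to 171), 139 at day 10 (135 to 143), 154 at day 12 (150 to 159; 3776 reads) and 208 in iPSC (202 to 214).

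The excess over MEF day 0 depended on the scaling between libraries. In normalised counts, which use the authors' size factors, MEF day 0 had 3651, day 8 4777, day 9 3899, day 10 3357, day 12 3399 and iPSC 5743. On this scale day 10 was 0.919 times MEF day 0 (95% exact interval 0.870 to 0.972) and day 12 0.931 times (0.880 to 0.985). Both were lower with reads as the unit. With fragments as the unit the intervals would be wider, and that of day 12 ended close to an equal level. Day 9 was 1.07 times (1.01 to 1.13). Day 8 at 1.31 times (1.24 to 1.38) and iPSC at 1.57 times (1.49 to 1.66) were higher on both scales, although in iPSC the excess shrank from 3.10 times per 1000000 reads. At day 9 a smaller excess remained in normalised counts, and with reads as the unit its interval excluded an equal level. The scaling may account for the excess in the Y-linked total at days 10 and 12. For this total it cannot be told apart from a rise in Y-linked reads, because no value shows which scale is right. A change of scaling alone would leave the split of reads among the 8 regions unchanged. The share of the 2 strongest regions fell from 82.6% in MEF day 0 to 71.7% at days 9 and 10 and 69.2% at day 12. This argues against the scaling as the whole explanation at these days.

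Male cells in the later cultures could raise all Y-linked regions together, but from MEF day 0 to iPSC the single regions rose in normalised counts by between 1.18-fold and 26.2-fold. A single factor for all regions is not seen. Since male cells of another type can also have another pattern of open regions, this spread keeps the explanation open. Reads of other chromosomes placed on similar Y-linked sequence could give a signal in any female library. In MEF day 0 the 2 strongest regions held 82.6% of the Y-linked reads, and in iPSC 66.7%. A few strong regions are what misplaced reads would give, but also what a few open promoters would give. Male cells and misplaced reads cannot be told apart here, because the regions have no positions and only 8 of them were listed. A change of accessibility between MEFs and reprogrammed cells in sequence shared with the X chromosome or autosomes is a biological explanation that was not tested.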

How the results depend on the processing

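Of 216 values recomputed under alternatives, 98 moved by less than their limit and 118 moved by more. Most of these values, such as counts, have no direction that an alternative could turn round. Correlations and shifts have a sign. Among the most variable regions the r of MEF day 0 changed from 0.431 to -0.0202 with day 8 and from 0.429 to -0.0162 with iPSC. The shifts at days 8, 9 and 10 also changed sign under at least 1 alternative. The balance of gains and losses has a direction too, and it turned round in 5 of the 6 pairs of libraries under at least 1 alternative. The limit was a factor of 1.5 for counts and cluster shares, 1 SD over the 19 autosomes for X/A ratios and shifts, and 1% of the value for correlations and components. Equal autosomal totals for changed regions and for X/A ratios, and the linear scale among regions above 50 in every library, were chosen after seeing the data, and the other alternatives were fixed before the data were examined. Where a value moved, the cause was not tested unless a looser or stricter threshold explains it by construction.

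Accessible regions grew with a cutoff of 20 to 172453 at day 8, 171321 at day 9, 170201 at day 10, 175088 at day 12 and 155750 in iPSC, and on the X chromosome to 3330, 3389, 3403 and 4115 at days 8, 9, 10 and 12. With a cutoff of 100 they fell to 60968, 57234, 55663, 51978 and 62985, and on the X chromosome to 1013, 996, 951 and 1158. Thinning the reads to the shallowest library lowered the X-linked count of MEF day 0 to 1275, and the other 11 counts stayed within the limit. Thinned reads were not divided by the size factors, so the scaling changed along with the depth. All 12 counts did so with equal autosomal totals, but the course over time was not the same. From MEF day 0 to day 8 the X-linked count rose from 1517 to 1988 with equal totals, from 1275 to 1581 with thinned reads and from 2932 to 3330 with a cutoff of 20, where the reported count fell from 2074 to 1792. With a cutoff of 100 it fell as well, from 1450 to 1013.

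The X/A ratios of MEF day 0, days 8, 9, 10 and 12 and iPSC became 0.623, 0.666, 0.700, 0.688, 0.951 and 1.55 on the linear scale, and 0.926, 0.924, 0.937, 0.942, 1.01 and 1.15 in regions with a mean of at least 50. In regions above 50 in the library itself they became 0.968, 0.984, 0.985 and 0.988 up to day 10 and 1.03 in iPSC. On the linear scale among regions above 50 in every library they were 0.805, 0.828, 0.872, 0.855, 1.13 and 1.72, and at day 12 the X chromosome was then above all 19 autosomes. Medians left all 6 within the limit, and so did equal autosomal totals, with 0.873, 0.890, 0.907, 0.910, 0.987 and 1.12. The X chromosome was above all 19 autosomes in iPSC under each of these 6 alternatives, and below all 19 in MEF day 0 and at days 8 and 9. At day 10 it was below all 19 except in regions above 50 in the library.

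The shift in iPSC was 0.86 with a pseudocount of 10 and 1.06 with quantile normalisation, and at day 12 it was 0.39 and 0.40. Both stayed above all 19 autosomes under all 4 alternatives that were run. The shift at day 8 was 0.0029 with means and -0.25 with quantile normalisation, at day 9 0.10 and -0.16, and at day 10 -0.11 with quantile normalisation. Whether the X chromosome stood apart from autosomes at days 8 to 10 thus depended on these settings.

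Correlations fell among the most variable regions, to -0.0202 for MEF day 0 with day 8, 0.135 with day 12 and -0.0162 with iPSC, and to 0.922, 0.924, 0.716 and 0.585 for the consecutive pairs from day 8 to iPSC. Components 1 and 2 then took 56.4% and 37.8%. With a mean of at least 50 the values for MEF day 0 were 0.157 with day 8, 0.341 with day 12 and 0.252 with iPSC. Days 8 and 9 had 0.949, days 9 and 10 0.953 and day 12 with iPSC 0.757, and the components took 60.1% and 34.8%. Quantile normalisation gave 0.440 for MEF day 0 with day 8, 0.450 with iPSC, 0.794 for day 12 with iPSC, and components of 51.0% and 34.5%. Day 12 was closer to MEF day 0 than day 8 was under all 3 alternatives.

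Counts of changed regions are given as gains and losses. With a 2-fold threshold they were 2732 and 4136 from day 8 to day 9, 1138 and 2779 from day 9 to day 10, 13045 and 16135 from day 10 to day 12, and 31047 and 20918 from day 12 to iPSC, so that the excess of gains or losses turned round in the last 2 steps. Losses from MEF day 0 were 70838 at day 8 and 63129 in iPSC. With a minimum of 100 the steps had 4 and 21, 3 and 5, and 534 and 169 from day 8 to day 12. Losses from day 12 to iPSC were 5029, and gains from MEF day 0 were 21002 at day 8 and 19539 in iPSC. With a pseudocount of 10 the consecutive steps from day 8 to iPSC had 2 and 8, 0 and 3, 381 and 83, and 1440 and 6437. With quantile normalisation the steps from day 8 to day 12 had 193 and 150, 48 and 131, and 3959 and 1953, so that gains exceeded losses from day 8 to day 9. With equal autosomal totals there were 50167 and 21117 from MEF day 0 to day 8, 186 gains from day 8 to day 9, 19 and 89 from day 9 to day 10, 3428 gains from day 10 to day 12, 1379 and 16777 from day 12 to iPSC, and 46991 and 25976 from MEF day 0 to iPSC. Losses on the X chromosome from MEF day 0 to iPSC then numbered 308. The steps between days 8, 9 and 10 were the smallest under each of the 5 alternatives.

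Among the 20000 most variable autosomal regions 10.6% lay in clusters highest in iPSC. The other 2 autosomal shares stayed within the limit with 20000 regions, which was run on autosomes only. All 6 shares did so with 6 centres and with centred regions, although between these 2 the X-linked share highest in MEF day 0 ran from 17.2% to 37.9%. The 3 X-linked shares with 6 centres leave out a flat cluster with 16.5% of the regions, whose mean was highest in iPSC. The other cluster settings had no flat cluster. Not run were the matching on width and GC content, the restriction to promoters and the alternatives for promoters of marker genes, since regions had no positions. No paired analysis was possible because each time point had 1 library.

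Depth limits low regions most in MEF day 0, where the median region had 20 reads and 6.00% of regions were at the lowest value, so gains from MEF day 0 start from few reads. A larger pseudocount shrinks the differences of such low regions by construction.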

Other observations

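Of the tests below, those of the part of the rise above 2-fold, of a mixture of cells, of a sort for GFP, of similarity to MEF day 0 and of neighbouring rows were chosen after the result was seen. The tests without the strongest regions, with matched levels and across single autosomes were set out before their results were seen.

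The ratio of mean X-linked to mean autosomal normalised counts rose 2.48-fold from MEF day 0 to iPSC, whereas the same ratio of single autosomes changed by between 0.931-fold and 1.06-fold. Size factors cancel in this ratio, so the authors' scaling between libraries and the total depth do not enter it. A few regions taking most of the counts were not the cause, since without the strongest 1% of X-linked and of autosomal regions the rise was 2.55-fold. X-linked regions started lower in MEF day 0, and low regions have more room to rise. Against autosomal regions of the same level in MEF day 0 the median shift to iPSC was still 0.97 on the log2 scale, above the 19 autosomes at -0.18 to 0.15. A rise on the X chromosome as a whole is therefore left as the hypothesis. Reactivation of the inactive X chromosome in iPSC is a candidate explanation, which values without allele splitting do not test. From reads split by allele, the study reported that the inactive X chromosome regained accessibility late in reprogramming.

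A second equally accessible X chromosome would give a rise of 2-fold if the active one stayed unchanged and the inactive one had given no reads. The study reported enhanced accessibility of the active X chromosome in MEFs, which was lost in iPSCs. By that report the expected rise would be smaller, so 2-fold is an upper reference. Whether the rise exceeded 2-fold depended on the measure. It was 2.48-fold by means and 2.37-fold by the median shift, but 1.82-fold by the median shift with a pseudocount of 10. Against autosomal regions of the same MEF day 0 level it was 1.96-fold, where single autosomes ran from 0.885-fold to 1.11-fold. The starting level may thus account for the part above 2-fold, and this cannot be told apart from a rise above 2-fold, because the spread over autosomes covers both. Poorer alignment of Castaneus reads to the reference could also lower the X chromosome of MEFs, whose active copy is Castaneus, more than that of iPSC. This was not tested, since it needs reads split by allele.

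X-linked gains came later than autosomal gains. Of the regions gained in iPSC against MEF day 0, 16.2% had already gained at day 8 on the X chromosome and 28.5% on autosomes. Variation between chromosomes was not the reason, as the single autosomes ranged from 25.5% to 32.1%. With equal autosomal totals the X chromosome had 19.9% and the autosomes 33.1% to 40.4%. Autosomal gains matched to the X-linked ones on their level in MEF day 0 and in iPSC had 30.3% (single autosomes 26.7% to 34.1%), which argues against a different level of the regions as the cause. The summed counts of the gained regions, relative to all autosomal counts, gave the same order. On autosomes they had gone 48.8% of the way to iPSC at day 8, 45.8% at day 10 and 63.0% at day 12. On the X chromosome they had gone 19.97%, 21.5% and 44.7%, below every autosome at each of these days. A mixture of unchanged MEFs and finished iPSCs would put all chromosomes equally far along, so that the lower X-linked value argues against it as the whole explanation. Losses did not lag on the X chromosome, where they had gone 84.4% of the way at day 8, against 70.9% to 79.1% on single autosomes. Late opening of the inactive X chromosome is a candidate explanation, and a sort is another. The protocol lists the intermediates of days 8 to 12 as cells with an inactive GFP-bearing X chromosome. If they were sorted for this at each day, cells that had already reopened this X chromosome were left out, which would itself delay X-linked gains in all 4 intermediates. The X-linked value of 44.7% at day 12, still below every autosome, is what either would give. In these libraries the sort and late opening cannot be told apart, because no ATAC-seq intermediate was listed without the GFP criterion. The study reported late reopening of the inactive X chromosome from ATAC-seq reads split by allele. It also reported late reactivation in RNA of single SSEA1-positive intermediates, listed without a GFP criterion, though RNA does not measure accessibility. With 1 library per time point, a peculiarity of the day 8 culture or sort stays open, although days 9 and 10 had the same order, with 21.3% on the X chromosome and 47.7% on autosomes at day 9.

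Similarity to MEF day 0 rose from an r of 0.431 at day 8 to 0.569 at day 12 and then fell to 0.429 in iPSC, so that the approach to iPSC did not run through steady loss of likeness to MEFs. MEFs added to an otherwise unchanged day 8 profile would raise the 25248 autosomal regions that had at least 100 normalised counts in MEF day 0 and were at least 8-fold lower in iPSC. These regions stood at 12.7% of their MEF day 0 level at day 8, 13.7% at days 9 and 10 and 9.60% at day 12, and with equal autosomal totals at 26.5%, 32.0%, 31.0% and 23.9% at days 8, 9, 10 and 12. At day 9 the level was above that of day 8 on every autosome, at 105% to 113% of the day 8 level, and at 116% to 126% with equal autosomal totals. Added MEFs are therefore left as a candidate explanation for the rise of r to 0.485 at day 9. It was not tested whether a rise in level from 12.7% to 13.7% is large enough to move r this far. A change of these regions within the reprogrammed cells was not tested either. From day 9 to day 10 r rose further to 0.528, but the level at day 10 was 100.03% of that at day 9 (single autosomes 96.2% to 105%), and 97.1% with equal autosomal totals (93.4% to 102%). Further MEFs and their absence cannot be told apart for this step, because the single autosomes lay on both sides of the day 9 level. At day 12 the values argue against added MEFs as the whole explanation. The level at day 12 was below that at day 8 on every autosome, also with equal autosomal totals, where it was 86.2% to 96.6% of the day 8 level. A share of MEFs hidden under a fall in the signal of the other cells is limited only loosely, to 9.60% under the authors' size factors and to 23.9% with equal autosomal totals. Another candidate explanation is the closing of regions open only in intermediates. In the 6000 autosomal regions with at least 100 normalised counts at day 8 and at least 8-fold lower values in MEF day 0 and iPSC, the median log2 value fell from 7.91 at day 8 to 5.98 at day 12, against 3.71 in MEF day 0. Without them r rose by 0.106 from day 8 to day 12, in place of 0.138. Since the regions were picked by the values themselves, this closing and other reasons for the rise cannot be told apart.

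Opening that spreads along the X chromosome would make neighbouring regions alike. The log2 change from MEF day 0 to day 12 had a Pearson r of 0.193 between neighbouring rows on the X chromosome, and of 0.154 to 0.208 on the single autosomes. With X-linked rows in random order it was -0.00299. The change from MEF day 0 to iPSC gave 0.213 on the X chromosome and 0.189 to 0.235 on autosomes. Neighbouring rows were thus no more alike on the X chromosome than on autosomes. Because the distance between rows is unknown, and may be wider on the X chromosome, spreading and its absence cannot be told apart by the value of 0.193. The study had positions and reads split by allele. It reported that early-opening regions of the inactive X chromosome were on average nearer to regions open on both alleles in MEFs. Not all nearby regions opened early.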
